# Global gene expression of *Poncirus trifoliata*, *Citrus sunki *and their hybrids under infection of *Phytophthora parasitica*

**DOI:** 10.1186/1471-2164-12-39

**Published:** 2011-01-17

**Authors:** Leonardo P Boava, Mariângela Cristofani-Yaly, Valéria S Mafra, Karen Kubo, Luciano T Kishi, Marco A Takita, Marcelo Ribeiro-Alves, Marcos A Machado

## Abstract

**Background:**

Gummosis and root rot caused by *Phytophthora *are among the most economically important diseases in citrus. Four F_1 _resistant hybrids (Pool R), and four F_1 _susceptible hybrids (Pool S) to *P. parasitica*, were selected from a cross between susceptible *Citrus sunki *and resistant *Poncirus trifoliata *cv. Rubidoux. We investigated gene expression in pools of four resistant and four susceptible hybrids in comparison with their parents 48 hours after *P. parasitica *inoculation. We proposed that genes differentially expressed between resistant and susceptible parents and between their resistant and susceptible hybrids provide promising candidates for identifying transcripts involved in disease resistance. A microarray containing 62,876 UniGene transcripts selected from the CitEST database and prepared by NimbleGen Systems was used for analyzing global gene expression 48 hours after infection with *P. parasitica*.

**Results:**

Three pairs of data comparisons (*P. trifoliata*/*C. sunki*, Pool R/*C. sunki *and Pool R/Pool S) were performed. With a filter of false-discovery rate less than 0.05 and fold change greater than 3.0, 21 UniGene transcripts common to the three pairwise comparative were found to be up-regulated, and 3 UniGene transcripts were down-regulated. Among them, our results indicated that the selected transcripts were probably involved in the whole process of plant defense responses to pathogen attack, including transcriptional regulation, signaling, activation of defense genes participating in HR, single dominant genes (*R gene*) such as TIR-NBS-LRR and RPS4 and switch of defense-related metabolism pathway. Differentially expressed genes were validated by RT-qPCR in susceptible and resistant plants and between inoculated and uninoculated control plants

**Conclusions:**

Twenty four UniGene transcripts were identified as candidate genes for *Citrus *response to *P. parasitica*. UniGene transcripts were likely to be involved in disease resistance, such as genes potentially involved in secondary metabolite synthesis, intracellular osmotic adjustment, signal transduction pathways of cell death, oxidative burst and defense gene expression. Furthermore, our microarray data suggest another type of resistance in *Citrus*-*Phytophthora *interaction conferred by single dominant genes (*R gene*) since we encountered two previously reported *R genes *(TIR-NBS-LRR and RPS4) upregulated in the resistant genotypes relative to susceptible. We identified 7 transcripts with homology in other plants but yet unclear functional characterization which are an interesting pool for further analyses and 3 transcripts where no significant similarity was found. This is the first microarray study addressing an evaluation of transcriptional changes in response to *P. parasitica *in *Citrus*.

## Background

*Phytophthora nicotianae *Breda de Haan (*Phytophthora parasitica *Dastur) and *Phytophthora citrophthora *(Smith & Smith) have caused severe damage in *Citrus *nurseries and orchards worldwide. In Brazil, *P. parasitica *is the predominant species associated with the disease, found in more than 95% of groves and nurseries [1]. These pathogens infect the main scaffold branches of the tree, inducing the formation of cankers with gum exudation and the expansion of the lesions upwards affects secondary branches, while downward expansion affects the trunk and roots [2]. Infected trees usually lack vigor and may die prematurely [3]. *P. parasitica *is an oomycete, belonging to the kingdom Stremenopiles, which comprises a diverse group of organisms that has been consolidated as a result of analysis of mitochondrial and ribosomal DNA sequences [4]. These pathogens establish intimate relations with their hosts by forming haustoria during the infection, which are structures used for obtaining nutrients from the plant, redirecting host metabolism and suppressing host defence in biotrophy [5]. *P. parasitica *is considered a hemibiotroph, and therefore it first establishes itself in host tissues as a biotroph but then switches to a more necrotrophic type of growth, rapidly invading and killing host cells.

Selection and breeding for resistance to *Phytophthora *in citrus species is considered the most efficient approach to control the disease, since there are varying degrees of resistance within the genera *Citrus *and its relatives. In this context, *Poncirus trifoliata *is an important genotype because of its agronomic valuable characteristics including resistance to *Phytophthora*, Citrus Tristeza Virus (CTV) and citrus nematode (*Tylenchulus semipenetrans*) [6].

In response to pathogen attack, a series of plant defense responses leading to the hypersensitive reaction, cell wall modifications, production of reactive oxygen species (ROS), accumulation of phytoalexins, and synthesis of pathogenesis related (PR) proteins may be activated [7]. In general, the salicylic acid (SA)-dependent signaling leads to expression of PR proteins, the production of ROS, and localized cell death. This leads to a defense that is effective against biotrophs because it restricts pathogen growth via hypersensitive death of the infected cells. The same reaction allows growth of a necrotrophic pathogen. Against necrotrophic pathogens, jasmonic acid (JA) and ethylene (ET)-dependent defenses are successfully employed in plants activating a different set of PR proteins [8]. But there is evidence for extensive cross-talk between signaling pathways involving antagonistic and synergistic interactions [9]. In these aspects, it is interesting to investigate the plant response mechanisms in the presence of hemibiotrophic pathogens like *P. parasitica*, since they comprise both lifestyles during their development.

Biotechnology tools associated with conventional citrus breeding programs have facilitated the development of cultivars with desirable characteristics [10]. Microarray technology has been used to identify gene expression changes in several responses to stress, enabling comparison of transcript levels for thousands of genes simultaneously, such as response of sweet orange (*Citrus sinensis*) to '*Candidatus Liberibacter *asiaticus' infection [7] and [11]. In citrus, the first transcript profiling data was reported by Shimada et al., [12] who constructed a cDNA microarray to monitor expression of mRNA during fruit development. Subsequently, several citrus DNA microarray platforms were developed, such as The Spanish Citrus Genomic Consortium. Affymetrix developed and released a citrus GeneChip containing 960,444 total 25- mer oligos in an 11 micron format (http://www.affymetrix.com/analysis/index.affx), based on the NCBI citrus EST collection [6].

A new approach to study hybrid vigor at the molecular scale is to survey gene expression as a phenotype in F_1 _hybrids and their parental [13]. Genes in hybrids are inherited from the parents; thus, variation in regulation of the genes often leads to variation in the level of gene expression in hybrids, which in turn may alter the phenotype of these hybrids [14]. Due to the sensitivity of microarrays, plant-to-plant variation of gene expression could be reduced by bulk harvesting of resistant and susceptible hybrids. According to Wenger et al., [15] pooling segregants based on their phenotype allows the region of the genome responsible for the phenotype to be detected because DNA polymorphisms in regions unlinked to the responsible locus will segregate randomly and be ''evened'' out, while sequences or polymorphisms either directly responsible for the trait, or very closely linked to it, will be present in all positive segregants and absent in all negative segregants. According to Meng et al., [16] the majority of DNA microarrays in use today are created from single genomes that do not reflect the genetic diversity of a heterogeneous group. One alternative approach is to incorporate genetic information from several species within a single microarray slide. Mixed-DNA microarrays can be used to quickly assess the distribution of genetic diversity across multiple species.

In previous studies, four resistant and four susceptible F_1 _hybrids were selected from the population derived from a cross between *Citrus sunki *Hort. ex. Tan. and *P. trifoliata *(L.) Raf cv. Rubidoux, which are respectively, susceptible and resistant to *P. parasitica *[17,18]. We proposed that genes differentially expressed between resistant and susceptible parents and between their resistant and susceptible hybrids provide promising candidates for identifying transcripts involved in disease resistance. In the present study, we investigated gene expression in resistant and susceptible hybrids in comparison with their parents 48 hours after *P. parasitica *infection using a microarray chip containing 62,876 UniGene transcripts selected from *P. trifoliata*, *C. sinensis and C. reticulata *libraries. Five differentially expressed genes were validated by reverse transcription quantitative real-time PCR (RT-qPCR) in susceptible and resistant plants and used to detect differences in expression between inoculated and uninoculated control plants.

## Methods

### Plant material and inoculation

In a previous study, four resistant and four susceptible five-year-old hybrids (F_1 _population of *Citrus sunki *Hort. ex. Tan. × *Poncirus trifoliata *(L.) Raf cv. Rubidoux) were selected from 314 field-grown plants. The selected hybrids were the most resistant and susceptible to *P. parasitica *infection according to Boava [17] and Siviero *et al*. [18]. Three buds from each hybrid and parental line were collected and grafted onto 6-month-old Rangpur lime rootstocks. After six months, plants were inoculated by a mycelia disc; a mycelial block was placed onto the center of a cut made in the stem and covered with Parafilm. After 48 hours, leaves were harvested individually, separately flash-frozen in liquid nitrogen, and then stored at 80°C prior to RNA isolation. The selection of this harvesting time was based in previous studies on the time course of the type local and systemic defense followed by activation of many genes involved in the interaction Citrus-*Phytophthora*, detailed by Teixeira [19]. All inoculated plants were kept in a greenhouse at an average temperature of 25°C and 90% (± 0.5%) relative humidity until the final evaluation, measurement of the lesion size, at 40 days postinoculation. Experimental design was completely randomized including three biological replicates for each parent and three for each individual hybrid.

In addition, in another experiment with compatible plant-pathogen interactions, we used the *P. trifoliata *genotypes to detect differences in gene expression level between inoculated and uninoculated control plants. The plants for these experiments were grown and inoculated independently from microarray experiments. In this new experiment, we collected leaves of *P. trifoliata *for RNA isolations at 48 hours after *P. parasitica *inoculation and uninoculated control plants Experimental design was completely randomized including three biological replicates.

### Isolation of total RNA and sample labeling

Total RNA was isolated with RNeasy Plant Mini Kit (Qiagen) and treated with RNase-free DNase (Qiagen) according to the manufacturer's instructions. The concentration of total RNA was determined using a NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies). RNA integrity was verified using a Bioanalyzer 1000 (Agilent). Following RNA isolation, the samples were pooled into resistant (Pool R) and susceptible hybrids (Pool S) to minimize variation between individual RNA samples. Three biological replicates of each parent and each resistant and susceptible pooled hybrids were used for hybridization with a cDNA microarray. RNA samples were sent to Roche NimbleGen Systems, where cDNA synthesis and Cy3 labeling were performed. Equal amounts of total RNA for each sample were converted to double-stranded cDNA using the SuperScript II cDNA Conversion Kit (Invitrogen). Because this method uses an oligo (dT) primer, RNA strands lacking poly(A) tails are likely to be underrepresented. Cy3 labeling, hybridization and data acquisition were performed at the NimbleGen facility following the manufacturer's procedures.

### Microarray data analysis

A total of 62,876 UniGene transcripts (31,583 of *C. sinensis*, 18,712 of *C. reticulata *and 12,581 of *P. trifoliata*) selected from the CitEST database, assembled from the ESTs submitted to NCBI (GenBank accession numbers EY649559 to EY842485) were used to construct oligonucleotide microarray chips by Roche NimbleGen Systems using a multi-step approach to select probes with optimal predicted hybridization characteristics. Three probes were selected per UniGene, comprising a probe set, and each probe set is represented on the final array by two replicates. All probes were designed as perfect match oligonucleotides. The experimental design and all microarray data have been deposited in the NCBI Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo accession number GSE20412). Arrays were hybridized and processed by Roche NimbleGen Systems as previously described [20]. For each resistant and susceptible hybrid pool and each parent sample, hybridization was performed on independent microarrays. Arrays were scanned by Roche NimbleGen using a GenePix 4000B microarray scanner (Molecular Devices, Sunnyvale, CA) and the data were extracted using NimbleScan software. For each probe set, an expression measure was calculated using the robust multiarray average (RMA) [21], consisting of three preprocessing steps: convolution background correction, quantile normalization [22], and a summarization based on a robust multiarray model fit using the median polish algorithm. Probe set data with these normalized expression values, provided by Roche NimbleGen Systems in RMA calls files, were imported to ArrayStar software 3.0 version (DNASTAR Inc., Madison, WI), where statistical analysis was performed.

Three pairs of data comparisons that might reveal an association with the resistance of citrus to *P. parasitica*, were performed: (i) *P. trifoliata *Rubidoux versus *C. sunki*; (ii) resistant hybrids (Pool R) versus *C. sunki*; and (iii) resistant hybrids (Pool R) versus susceptible hybrids (Pool S). For each comparison, a moderated t-test value was calculated, and p-values were adjusted for multiple comparisons by the false-discovery rate correction [23]. Afterwards, UniGene transcripts that were consistently differentially expressed (greater than 3.0-fold up or less than 0.33-fold down; p-value ≤ 0.05) between replicate samples were identified as involved in disease resistance. In order to eliminate UniGene transcripts selected as a consequence of genotype differences but not directly related to disease resistance, Venn diagrams were used to identify the intersection among these three sets of informative transcripts. These transcripts were then rechecked by BLASTX searches against the GenBank database, and further classified into categories according to the Munich Information Center for Protein Sequences classification system (MIPS; http://www.helmholtz-muenchen.de/mips).

### Real time-qPCR

Reverse transcription quantitative real-time PCR (RT-qPCR) was performed with five selected genes to validate the microarray experiments (Table 1). Our candidate gene analysis focused on upregulated UniGene transcripts in all comparison: *P. trifoliata *relative to *C. sunki*, in the resistant pool relative to *C. sunki*, and in the resistant pool relative to the susceptible pool. These candidate genes were judged to be biologically interesting on the basis of their predicted function retrieved from CitEST. These selected genes were also used to detect differences in expression between inoculated and uninoculated control plants.

**Table 1:** Oligonucleotide primers used for RT-qPCR analysis.

	Description	CitEST	Forward/Reverse	Amp
**Selected genes to validate the microarray**				
LEA	Lea 5	CAS-PT-303903	TCGGACTGGTATCATGGA/GTAGTACCCAGTGATGGGA	99
MIR	miraculin	CAS-CR-215276	AGCCCTGTAATGAAGAACC/TAGCAACGTTTCAGCTCC	100
TIR	TIR-NBS-LRR	CAS-CS-103511	CATGATGAGGACGTGGG/AAGTGATCCGACTCGAC	103
RPS4	Disease resistance RPS4	CAS-PT-300852	CCAAGATCTTGAATATCTTCCC/GCAAGTTGAGCTCAATTAGG	112
UNC	unclassified proteins	CAS-PT-310250	TCTCTTGTTCTTCATGCAGT/TATGCATCTTGCCTTCATTC	116
**Selected endogenous control genes**				
ETEF2	eukaryotic translation elongation factor 2	CAS-PT-306679	TTGAGGCTTCTGAATCGAG/CTTTCCAGATGAACCTCTCC	97
EGIDH	NADP-isocitrate dehydrogenase	CAS-CS-112964	CATTGAACATGCAGTTGAGG/ATTCTCATGACGTGTCGG	91
CYC	cyclophilin	CAS-PT-301486	AGAGTATGCAGAGGAATGG/GTCCTTAACAGAAGTCCGT	107
UBQ	ubiquitin	CAS-PT-300961	TTCGTCAGTTGACTAATCCT/GTTGCTGTGTTGACTGTG	95
TUB	tubulin	-	TTTGTAAGATCCCTCCGA/TCACCCTCCTGAACATTT	87

In order to find a reference gene to normalize the RT-qPCR results, the stability of five endogenous control genes in *Citrus *was analyzed to confirm their stability according to geNorm software [24] and to ensure the existence of gene expression variation due to the experimental conditions. Oligonucleotides primers were designed using *Primer Express *2.0 software (Applied Biosystems). From the RNA isolated as described above, cDNAs were synthesized from 3.0 μg of total RNA using Superscript III (200 U/μL) (Invitrogen) with an oligo (dT) primer (dT_12-18_, Invitrogen) according to the manufacturer's instructions. cDNA was treated with RNAse H (1 μl) for 20 min at 37°C to remove any contaminating RNA. RT-qPCR was performed using Power SYBR^® ^Green PCR Master Mix reagent (Applied Biosystems). The reaction consisted of 2.0 μL of cDNA and 120 nM of each gene-specific primer in a final volume of 15 μL. Amplification was carried out for three technical replicates for each sample, including negative controls. An ABI PRISM 7500 SDS (Applied Biosystems) was used for the following thermal cycles: 50°C for 2 min, 95°C for 10 min; 40 cycles of 95°C for 15 s, and 60°C for 1 min. Expression levels were assessed based on the number of amplification cycles needed to reach a common fixed threshold (cycle threshold - Ct) in the exponential phase of PCR. Ct data were analyzed using the GenEx version 4.3.6 software (http://www.multid.se/). For relative quantification, the 2^-ΔΔ^^*CT *^method between conditions in RT-qPCR was applied [25].

## Results and Discussion

### Response to infection by *P. parasitica*

Resistant and susceptible F_1 _hybrids of a population consisting of recombinants derived from a cross between *C. sunki *and *P. trifoliata *Rubidoux, respectively susceptible and resistant to *P. parasitica*, were evaluated in response to infection by *P. parasitica*. The F_1 _population was initially developed for mapping genetic loci for resistance against the citrus tristeza virus [26] and against *Phytophthora *gummosis [18]. This population was a good choice for mapping resistance to *Phytophthora *because the *Poncirus *genera possesses genes conferring many agriculturally important traits not found in *Citrus*, including genes responsible for resistance to *Phytophthora *[27]. In the present study, four selected resistant hybrids (H70, H73, H142, H150) and four selected susceptible hybrids (H19, H47, H105, H148) and their parents lines were inoculated by the disc method. The parents represented the extremes in lesion lengths, 13.5 mm for *P. trifoliata *and 33.75 mm for *C. sunki*, 40 days after *P. parasitica *inoculation. The F_1 _hybrids showed substantial differences in lesion lengths between resistant hybrids and susceptible hybrids (Figure 1). The four resistant hybrids and four susceptible ones showed respectively means of lesion size of 15.18 and 33.06 mm. These results were in accordance with previous studies carried out by [17,18]

**Figure 1:**
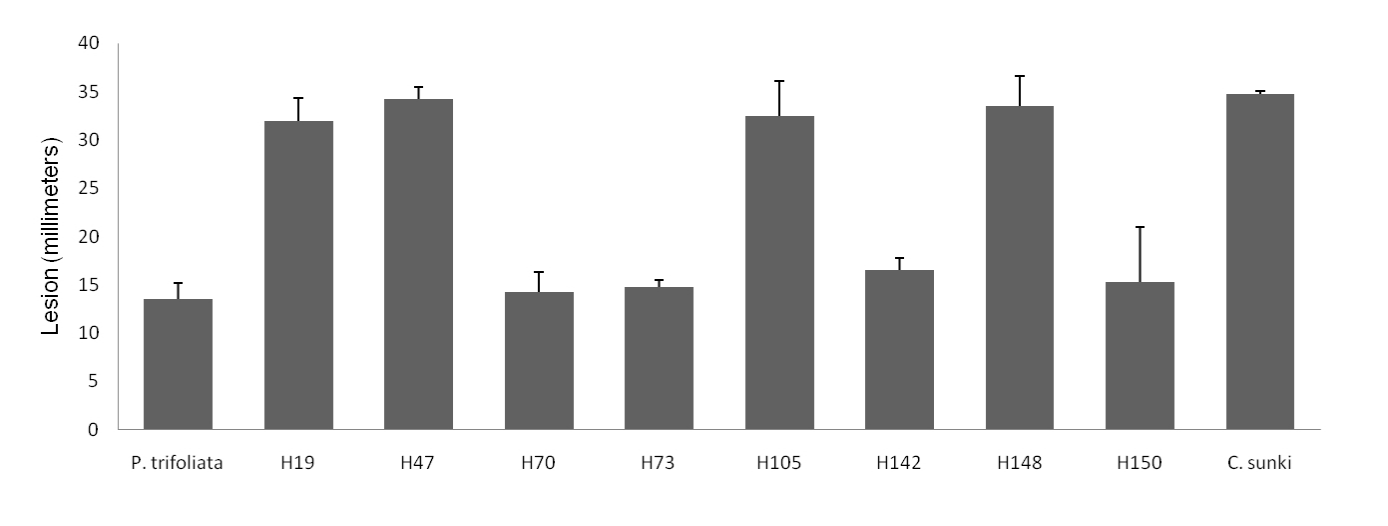
**Mean longitudinal length of the lesion (in mm) caused by *P. parasitica*, in resistant (H70, H73, H142, H150) and susceptible (H19, H47, H105, H148) F_1 _hybrids, and in their parents *Citrus sunki *and *Poncirus trifoliata *Rubidoux 48 hours after inoculation**. Vertical bars represent standard deviations of the means of three replicates.

### Microarray analysis

We proposed that genes differentially expressed between resistant and susceptible parents and between their resistant and susceptible hybrids provide promising candidates for identifying transcripts involved in citrus resistance against *Phytophthora. *Oligonucleotide microarray chips prepared by Roche NimbleGen Systems were used to profile the expression patterns. Expression was detected in tissues for many of the UniGene transcripts (a total of 62,876) present on the array selected from the CitEST database. The data were analyzed based on the RMA-processed expression values. 

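Leaves were taken 48 h after a disc of *P. parasitica* mycelium was placed in a cut in the stem, so every array carried RNA from the leaves of inoculated plants, at a distance from the inoculated wound. The 4 groups were the resistant parent *P. trifoliata*, the susceptible parent *C. sunki*, Pool R, in which the RNA of 4 resistant hybrids was combined, and Pool S, in which the RNA of 4 susceptible hybrids was combined. The values used here came from 7 arrays, 2 each of *P. trifoliata*, Pool R and Pool S and 1 of *C. sunki*. The paper describes 3 biological replicates of each group and the labels of the arrays describe 2, and the second *C. sunki* array was not analysed here. Each array read 62797 UniGene transcripts with 6 spots each in 1 colour. The authors' values were RMA expression values, in which the background is corrected, the arrays are brought to the same distribution and the spots of a transcript are summarised by median polish. These values were on a linear scale and were converted to log2 here. The median log2 value lay between 9.82 and 9.89 on all 7 arrays. Across UniGene transcripts, which are not independent replicates, the correlation of the arrays of a group was 0.991 in *P. trifoliata*, 0.983 in Pool R and 0.977 in Pool S. The Pool R replicate 1 array had a correlation of 0.984 with either array of Pool S and the Pool R replicate 2 array had 0.975 and 0.972, whereas the *C. sunki* array had correlations of 0.931 and 0.929 with the *P. trifoliata* arrays. Group means were compared with limma in 1 model over the 7 arrays, which left 3 residual degrees of freedom, and p-values were adjusted by the Benjamini-Hochberg method over all UniGene transcripts. The *C. sunki* array was assumed to vary like those of the other groups. A transcript was counted as higher or lower when its adjusted p was 0.05 or less and its fold change was over 3. The number of arrays limits the precision of every value.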

Three possible comparisons (*P trifoliata*/*C. sunki*, Pool R/*C. sunki *and Pool R/Pool S) were analyzed individually using the log (base 2)-transformed normalized expression values as input data. Based on the criterion for differentially expressed, the transcripts were considered up- or down-regulated if the log2 ratio of resistant genotypes inoculated to susceptible genotypes results were greater (positive) than or less than (negative) 3.0-fold, respectively and *p*-value less than or equal to the level of significance α = 0.05. Thus, 6,735 UniGene transcripts (10.71%) were selected as differentially expressed in *P. trifoliata *relative to *C. sunki *(Figure 2A; Table 2), while 1,296 (2.06%) UniGene transcripts were selected as differentially expressed in resistant pool relative to *C. sunki *(Figure 2B; Table 2). 

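The parents differed in 6103 UniGene transcripts (9.72% of the array), of which 2814 were higher and 3289 were lower in *P. trifoliata*. Pool R differed from *C. sunki* in 973 transcripts (1.55%), with 781 higher and 192 lower in Pool R. The transcripts named here for their folds are known by their CitEST identifiers only. CAS-CR-202672 had a mean log2 value of 4.12 ± 0.33 (SD, n = 2) in *P. trifoliata* and 14.45 on the *C. sunki* array, a 1290-fold lower value in *P. trifoliata* (limma, adjusted p = 0.00016). Its value in Pool R was 14.41 ± 0.21 (SD, n = 2), and the difference between Pool R and *C. sunki* did not pass the test (adjusted p = 0.97). CAS-CS-114163 was also low in *P. trifoliata* alone of these groups, with 4.42 ± 0.65 (SD, n = 2) in *P. trifoliata*, 14.53 in *C. sunki* and 14.62 ± 0.21 (SD, n = 2) in Pool R. In the other direction, CAS-PT-311686 was 478-fold higher in *P. trifoliata* than in *C. sunki* and 540-fold higher in Pool R than in *C. sunki*, where its log2 value was 5.08. CAS-PT-305332 was 443-fold higher in *P. trifoliata* and 111-fold higher in Pool R. CAS-PT-301518 was higher in Pool R, with a log2 fold change of 9.71 (standard error 0.29, adjusted p = 0.00055) over a *C. sunki* value of 4.10. In these 5 transcripts the lower values lay below the lower quartiles of their arrays (6.03 to 6.14), and a background level was not measured here. The direction of the signal is therefore better determined than the size of the fold. Those low in *P. trifoliata* were drawn from *C. reticulata* and *C. sinensis* sequences, and those low in *C. sunki* from *P. trifoliata* sequences. A closer match of RNA to probes from a closer species could set these directions. It was not told apart here from a difference in expression. Susceptible Pool S shared such differences from *C. sunki*. CAS-PT-311686, CAS-PT-305332 and CAS-PT-301518 were 395-fold, 137-fold and 512-fold higher in Pool S, and CAS-CR-202108 was 94.2-fold lower. None of these transcripts passed the test between Pool R and Pool S. CAS-CR-202108 was 212-fold lower in Pool R than in *C. sunki* (adjusted p = 0.0046), and its value of 6.30 ± 1.03 (SD, n = 2) in Pool R also lay below the 12.23 ± 0.09 (SD, n = 2) of *P. trifoliata*.

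Of the transcripts higher in *P. trifoliata* than in *C. sunki*, 700 were also higher in Pool R than in *C. sunki*, and 154 were lower in both comparisons. Independent lists of the same lengths would share 35 and 10.1 transcripts, but both comparisons use the same *C. sunki* array and are not independent. The correlation of the log2 fold changes of the 2 comparisons was 0.652, beside 0.667 in simulated unchanged groups set against a shared *C. sunki* array, and their covariance was 0.637, beside 0.195. The count of 6103 became 2656 without *P. trifoliata* replicate 1 and 2478 without replicate 2, and the count of 973 became 362 without either of these arrays, 406 without Pool R replicate 1 and 224 without Pool R replicate 2. Leaving out an array outside a comparison does not change its folds, only the estimated spread and its degrees of freedom. A direct test against a 3-fold change gave 997 and 168 transcripts. For Pool R and *C. sunki* the count was 89 with only their own arrays in the model. At an unadjusted p of 0.05 or less it was 3036, with 1673 higher and 1363 lower in Pool R, and a fold over 3 with no p-value, a criterion added after the data were seen, was met by 1713 higher and 1703 lower, so the balance towards higher values in Pool R holds at the adjusted p and not by fold alone.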

When comparing the resistant with the susceptible hybrids pools, 564 (0,90%) transcripts were selected as differentially expressed (Figure 2C; Table 2).

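No UniGene transcript differed between Pool R and Pool S at an adjusted p of 0.05 or less from limma, where the smallest adjusted p was 0.0796. At an unadjusted p of 0.05 or less and a fold over 3, 207 transcripts were higher and 261 were lower in Pool R. Among the transcripts of Table 3, miraculin-like protein 2 (CAS-CS-103575), of a family of Kunitz-type proteins, had the largest fold, with mean log2 values of 9.74 ± 0.18 in Pool R and 6.41 ± 0.21 in Pool S (SD, n = 2 each). This was a 10.1-fold higher value in Pool R (log2 fold change 3.33, standard error 0.28, adjusted p = 0.19). The hypothetical protein CAS-PT-309581 was 7.03-fold higher in Pool R (adjusted p = 0.36), and its 2 arrays of Pool R, at 9.01 and 9.49, lay above those of Pool S, at 6.66 and 6.22. CAS-PT-305253, for which no similar protein was found, stood at 8.40 ± 0.28 in Pool R and 10.50 ± 0.28 in Pool S (SD, n = 2 each), a 4.30-fold lower value in Pool R (adjusted p = 0.41). With a variance that depends on the mean level and is robust to outlying transcripts, 1 transcript passed in limma. This was CAS-PT-300749, 88.6-fold lower in Pool R (adjusted p = 0.0071), named here after its values were seen. Its log2 values were 4.06 and 4.46 in Pool R and 10.17 and 11.29 in Pool S. They were 12.74 and 12.54 in *P. trifoliata* and 4.07 in *C. sunki*, so the resistant parent lay above the susceptible one, the reverse of the pools. Both Pool R values lay below the lower quartiles of their arrays, 6.12 and 5.89, so the size of the fold is less well determined than its direction. A fold over 3 with no p-value, a criterion added after the data were seen, was met by 564 transcripts, 214 higher and 350 lower in Pool R. In simulated data of the same design, the test for this comparison recovered 24 of 100 transcripts changed 4-fold and 97 of 100 changed 16-fold. Both sizes of change were in the same simulated set, and the p-values were adjusted together. The recovery of 4-fold changes in a set without larger ones was not measured, nor was that with more than the 200 changed transcripts simulated.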

**Figure 2:**
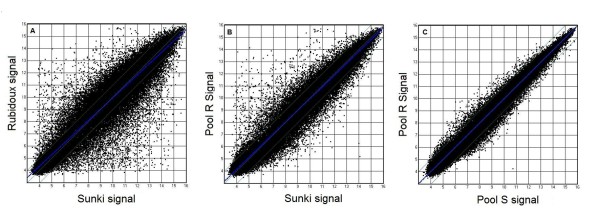
**Analysis of differential gene expression in *P. trifoliata *'Rubidoux', *C. sunki*, resistant (Pool R) and susceptible (Pool S) hybrids**. Signal correlation plots were used to examine comparisons between: (A) The average signal derived from the three biological replicates of resistant parent (Rubidoux) (Y-axis) and susceptible parent (Sunki) (X-axis) graphed on a logarithmic (base 2) scale. Note the prevalence of genes showing distinct expression patterns in the two genotypes; (B) A similar graph was made to compare expression in the resistant hybrids pool (Pool R) (Y-axis) and the susceptible parent (Sunki) (X-axis); (C) A similar graph of expression data of the resistant hybrids pool (Y-axis) plotted against the expression data of the susceptible hybrids pool (X-axis).

**Table 2:** Comparisons between different genotypes inoculated with *P. parasitica *(*P. trifoliata*/*C. sunki*, Pool R/*C. sunki*, and Pool R/Pool S).

**Comparison**			
	
	**Total**	**Up**	**Down**
	
*P. trifoliata*/*C. sunki*	6,735	3,392	3,343
Pool R/*C. sunki*	1,296	870	426
Pool R/Pool S	564	205	359

The comparisons were analyzed individually. Genes greater (positive) than or less than (negative) 3.0-fold, respectively and p-value less than or equal to the level of significance α = 0.05 were considered differentially expressed.

In addition, we observed differences in the expression levels in the resistant and susceptible parental genotypes and associated those with the differences in the expression levels in the resistant (pool R) and susceptible (pool S) hybrids. This association was accomplished by restricting the sets of differentially expressed UniGene transcripts to those identified as up- and downregulated in all three pairwise comparisons, Venn diagrams were used to identify the intersection among these three sets of informative transcripts, which resulted in the selection of 24 UniGene transcripts common to the three pairwise comparative analyses (Figure 3A, Table 3) of which 21 were up-regulated (Figure 3B, Table 3) and 3 were down-regulated (Figure 3C, Table 3) during *P. parasitica *infection, which were further classified into 7 categories according to the MIPS classification scheme (Table 3). 

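The 21 transcripts that Table 3 lists as up-regulated were all higher in *P. trifoliata* than in *C. sunki*, and 18 of them were higher in Pool R than in *C. sunki*. Not all of these calls held under other settings. In *P. trifoliata* that of CAS-CS-118778 (adjusted p = 0.047) was lost with median centring of the arrays, and those of CAS-CS-118778 and CAS-CS-128948 were lost when either array of *P. trifoliata* or of Pool R was left out. The 3 that did not pass in Pool R were a transducin family protein (CAS-CS-128948, adjusted p = 0.19 from limma), a synaptobrevin-related protein (CAS-CS-118778, adjusted p = 0.13) and a Gag-pol polyprotein of a transposable element (CAS-PT-305376, adjusted p = 0.11). None passed between Pool R and Pool S, so 0 transcripts were higher and 0 were lower in all 3 comparisons. At an unadjusted p of 0.05 or less, 20 of the 21 were higher in all 3 comparisons, and adjusted over the list alone the count was also 20. The study chose the list on these samples, so neither count is independent evidence. In 20 of the 21, the mean of Pool S lay between those of *C. sunki* and Pool R. In 13 of the 21, the *C. sunki* value lay below the lower quartile of that array, a log2 value of 6.14. Of the transcripts listed as down-regulated, the predicted protein CAS-CS-114557 was 13.7-fold lower in *P. trifoliata* than in *C. sunki* and CAS-CR-203746 was 12.6-fold lower. Both were also lower in Pool R than in *C. sunki* (adjusted p = 0.033 and 0.044), calls that were lost when either array of *P. trifoliata* or of Pool R was left out. Their values in Pool R were 3.27-fold and 3.01-fold those in Pool S (adjusted p = 0.49 and 0.50). Where a call was lost without an array outside its comparison, the fold was unchanged, and only the estimated spread and its degrees of freedom differed.

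**Figure D1:**
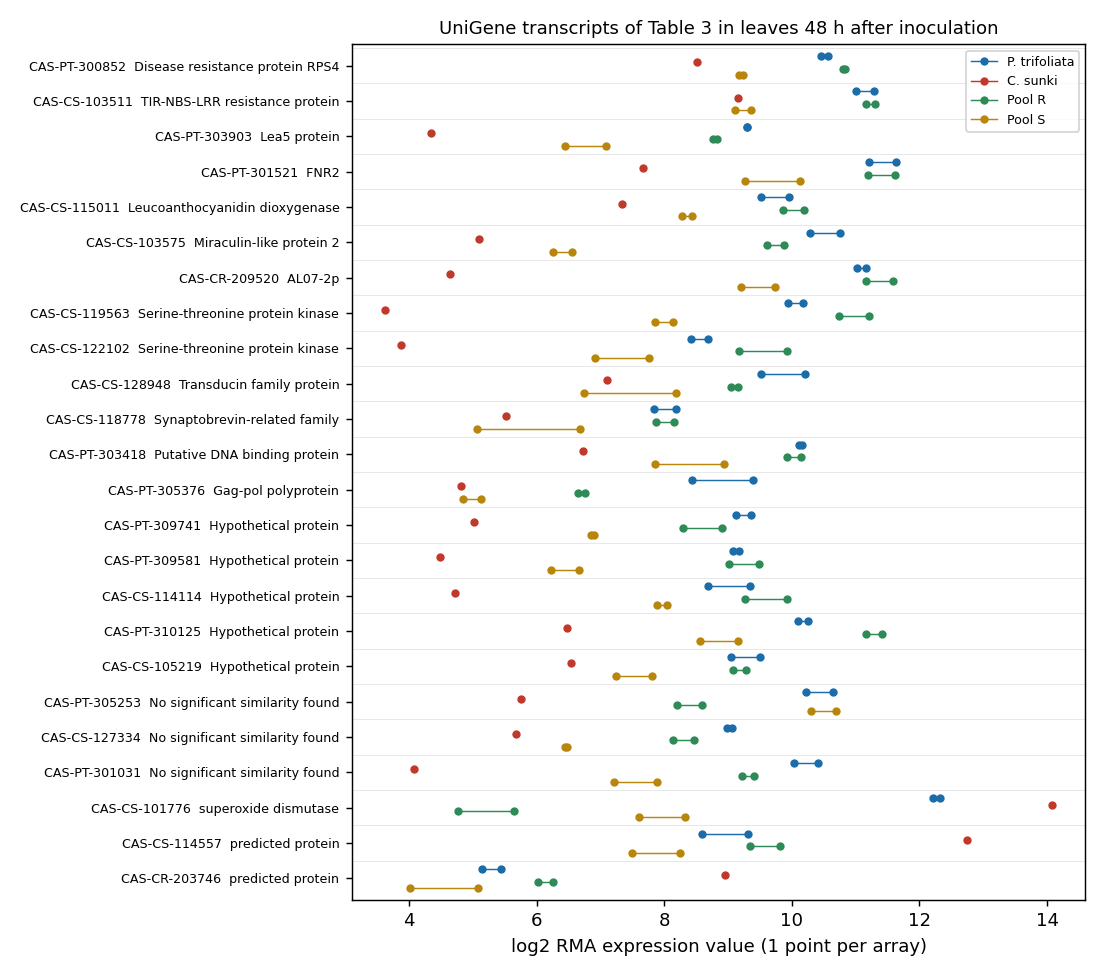
Log2 RMA expression value (horizontal axis) of each UniGene transcript of Table 3 in leaves 48 h after inoculation, with 1 point per array and a line joining the 2 arrays of a group. For most transcripts the points of *P. trifoliata* and Pool R lie to the right of those of Pool S, with *C. sunki* at the left, and CAS-PT-305253 has Pool S to the right of Pool R.

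Over the whole array, 29 transcripts were higher and 24 were lower in all 3 comparisons at an unadjusted p of 0.05 or less and a fold over 3. Independent lists would give 0.31 and 0.366. The comparisons share the arrays of *C. sunki* and Pool R, and simulated unchanged groups on shared arrays gave a mean of 8.25 higher and 9.60 lower, with at most 16 and 14 in 20 draws. By fold alone, a criterion added after the data were seen, 29 were higher and 57 were lower in all 3 comparisons. The simulation gave means of 25.0 and 25.1 for this criterion, with at most 39 for each. No group differed in the simulation, whereas the parents differed in 6103 transcripts on the real arrays. A count above the simulated ones therefore cannot show that Pool R and Pool S differed. The paper reasons that transcripts selected only because the genotypes differ are removed when the lists of the 3 comparisons are intersected by Venn diagram, and from the intersection it takes its candidates for involvement in resistance.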

The experimental design was in fact enriched with transcripts involved in pathogen response belonging to the categories disease/defense. We identified 11 UniGene transcripts that were likely to be involved in disease resistance; 7 transcripts with homology in other plants but yet unclear functional characterization which are an interesting pool for further analyses and 3 transcripts where no significant similarity was found.

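Table 3 places 3 transcripts in cell rescue, defense and virulence and 3 in protein fate. In the first category, the values in Pool R were from 3.04-fold to 4.08-fold those in Pool S, and in the latter from 3.73-fold to 7.85-fold. All 6 were higher in *P. trifoliata* and in Pool R than in *C. sunki*. AL07-2p (CAS-CR-209520) of the protein fate category was 87.5-fold higher in *P. trifoliata* and 106-fold higher in Pool R than in *C. sunki* (limma, adjusted p = 0.00035 and 0.0012). In susceptible Pool S it was also 28.5-fold higher than in *C. sunki* (adjusted p = 0.0035). FNR2 (CAS-PT-301521), a ferredoxin-NADP(+) reductase of photosynthetic electron transport, was 13.5-fold and 13.2-fold higher than in *C. sunki* (adjusted p = 0.0040 and 0.016), and its value in Pool R was 3.26-fold that in Pool S (adjusted p = 0.49). Its call in Pool R against *C. sunki* was lost when either Pool R array was left out. A putative DNA binding protein (CAS-PT-303418) was 10.7-fold higher in *P. trifoliata* and 9.90-fold higher in Pool R (adjusted p = 0.0061 and 0.026), the latter lost when either array of *P. trifoliata* or of Pool R was left out. The unclassified proteins were 10, and all of them passed the test in *P. trifoliata* and in Pool R against *C. sunki*. In Pool R the calls of CAS-PT-305253, CAS-CS-105219, CAS-CS-114557 and CAS-CR-203746 were lost when either array of *P. trifoliata* or of Pool R was left out, and that of CAS-CS-127334 when either *P. trifoliata* array or Pool R replicate 2 was. Leaving out a *P. trifoliata* array does not change these folds of Pool R over *C. sunki*, only the estimated spread and its degrees of freedom. Of the hypothetical proteins, CAS-CS-114114 was 29.4-fold and CAS-PT-310125 was 28.4-fold higher in Pool R than in *C. sunki* (adjusted p = 0.0044 and 0.0027). Of the transcripts without a similar protein, CAS-PT-301031 was 70.6-fold higher in *P. trifoliata* and 37.6-fold higher in Pool R than in *C. sunki*, and CAS-CS-127334 was 10.2-fold and 6.22-fold higher. Pool S was also higher than *C. sunki* in CAS-PT-305253 (26.7-fold, adjusted p = 0.0038) and CAS-PT-301031 (11-fold, adjusted p = 0.013). The same held for CAS-CS-114114 (9.45-fold, adjusted p = 0.023) and CAS-PT-310125 (5.25-fold, adjusted p = 0.037). CAS-CS-114557 and CAS-CR-203746 were lower in Pool S than in *C. sunki*, by 29.3-fold and 21.1-fold. FNR2, the DNA binding protein, CAS-CS-105219 and CAS-CS-127334 did not pass in Pool S. The category of each transcript is the one printed in Table 3, since the gene descriptions that would place the other transcripts of the array were not used here.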

**Figure 3:**
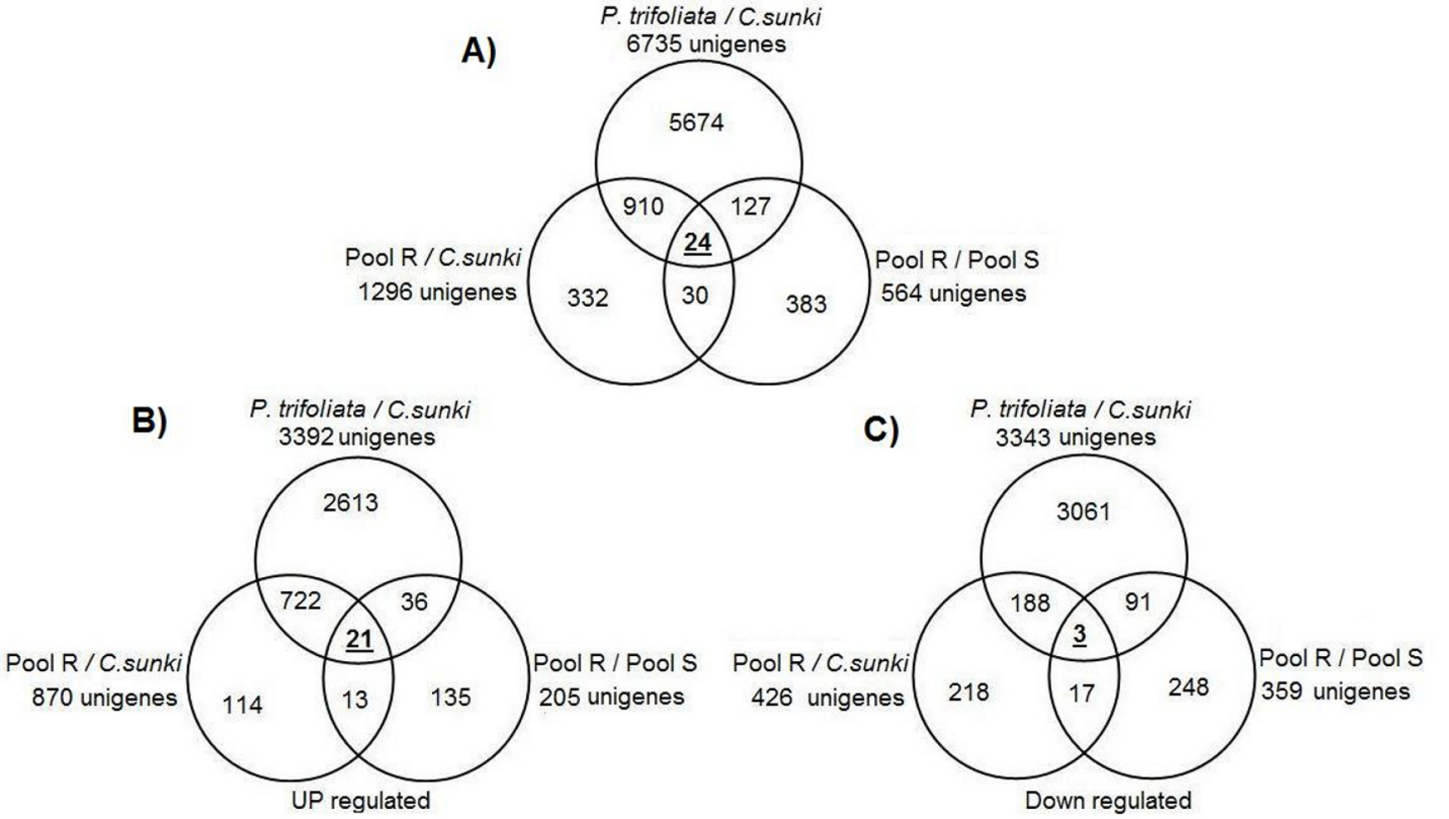
**Venn diagrams showing the differentially expressed UniGene transcripts in three different comparisons between resistant (Pool R) and susceptible (Pool S) F_1 _hybrids and their parents, *Citrus sunki *(Sunki) and *Poncirus trifoliata *Rubidoux (Rub), respectively susceptible and resistant to *P. parasitica*, 48 hours after inoculation**. Transcripts profile greater (positive) than or less than (negative) 3.0-fold, respectively and p-value less than or equal to the level of significance α = 0.05 were considered differentially expressed. A) differentially expressed UniGene; B) upregulated; C) downregulated

**Table 3:** Differentially expressed UniGene transcripts in three different comparisons

ID CITEST	GENE_INFO	accession number	Categories (MIPS)	Rub × Sun		Pool R × Sunk		Pool R × Pool S	
				
Upregulated				Fold	P_Value	Fold	P_Value	Fold	P_Value
CAS-PT-300852	Disease resistance protein RPS4	BAB11393.1	cell rescue, defense and virulence	4,0	0,01	5,0	0,00	3,0	0,00
CAS-CS-103511	TIR-NBS-LRR resistance protein	XP_002325496.1	cell rescue, defense and virulence	4,0	0,02	4,2	0,02	4,0	0,01
CAS-PT-303903	Lea5 protein	Q39644.1	cell rescue, defense and virulence	30,9	0,00	22,0	0,00	4,1	0,01
CAS-PT-301521	FNR2 (ferredoxin-NADP(+)	NP_001077566.1	cell type localisation	13,5	0,02	13,2	0,03	3,3	0,02
CAS-CS-115011	Leucoanthocyanidin dioxygenase	XP_002528475.1	metabolism	5,3	0,03	6,4	0,04	3,2	0,01
CAS-CS-103575	Miraculin-like protein 2	ACL78790.1	protein activity regulation	43,1	0,01	25,1	0,02	10,1	0,01
CAS-CR-209520	AL07-2p	ACJ03067.1	protein fate (folding, mod., destination)	87,5	0,00	106,4	0,02	3,7	0,00
CAS-CS-119563	Serine-threonine protein kinase	XP_002514954.1	protein fate (folding, mod., destination)	86,1	0,01	162,3	0,02	7,9	0,00
CAS-CS-122102	Serine-threonine protein kinase	XP_002512394.1	protein fate (folding, mod., destination)	25,5	0,01	50,8	0,04	4,6	0,02
CAS-CS-128948	Transducin family protein	ABS32230.1	protein with binding function	6,8	0,04	4,0	0,02	3,1	0,05
CAS-CS-118778	Synaptobrevin-related family	XP_002304221.1	subcellular localisation	5,6	0,02	5,6	0,04	4,4	0,05
CAS-PT-303418	Putative DNA binding protein	ABO93454.1	subcellular localisation	10,7	0,00	9,9	0,02	3,1	0,03
CAS-PT-305376	Gag-pol polyprotein	AAR13298.1	transposable elements	17,2	0,04	3,7	0,02	3,3	0,02
CAS-PT-309741	Hypothetical protein	XP_002609958.1	unclassified proteins	18,7	0,01	12,0	0,05	3,3	0,01
CAS-PT-309581	Hypothetical protein	XP_001018346.1	unclassified proteins	24,9	0,00	27,1	0,03	7,0	0,01
CAS-CS-114114	Hypothetical protein	XP_002280912.1	unclassified proteins	19,6	0,02	29,4	0,04	3,1	0,01
CAS-PT-310125	Hypothetical protein	XP_002275595.1	unclassified proteins	13,1	0,01	28,4	0,01	5,4	0,01
CAS-CS-105219	Hypothetical protein	XP_002590734.1	unclassified proteins	6,6	0,03	6,2	0,02	3,1	0,02
CAS-PT-305253	No significant similarity found		unclassified proteins	25,5	0,01	6,2	0,05	3,2	0,01
CAS-CS-127334	No significant similarity found		unclassified proteins	10,2	0,00	6,2	0,04	3,6	0,00
CAS-PT-301031	No significant similarity found		unclassified proteins	70,6	0,01	37,6	0,01	3,4	0,01
**Downregulated**									
CAS-CS-101776	superoxide dismutase	CAA03881.1	function or cofactor requirement	4,0	0,02	4,2	0,02	4,0	0,01
CAS-CS-114557	predicted protein	XP_002324594.1	unclassified proteins	30,9	0,00	22,0	0,00	4,1	0,01
CAS-CR-203746	predicted protein	XP_002331132.1	unclassified proteins	13,5	0,02	13,2	0,03	3,3	0,02

*P. trifoliata *Rubidoux versus *C. sunki*; resistant hybrids (Pool R) versus *C. sunki*; and resistant hybrids (Pool R) versus susceptible hybrids (Pool S), 48 hours after *P. Parasitica *inoculation.

The 24 UniGene transcripts common to the three pairwise comparative analyses were distributed among the 3 different libraries used for built of the our microarray chip from the CitEST database, 12 UniGene transcripts were identified in the UniGene set of *C. sinensis*, 10 in *P. trifoliata*, and 2 in *C. reticulate*. 

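Of the 12557 UniGene transcripts drawn from *P. trifoliata* sequences, 1290 were higher and 152 were lower in *P. trifoliata* than in *C. sunki*. Those drawn from *C. sinensis* ran the other way, with 977 higher and 2001 lower among 31537, as did those from *C. reticulata*, with 547 higher and 1136 lower among 18703. In Pool R against *C. sunki*, 461 transcripts from *P. trifoliata* sequences were higher and 18 were lower, beside 235 higher and 106 lower from *C. sinensis* and 85 higher and 68 lower from *C. reticulata*. By fold alone, a criterion added after the data were seen, the balance of the latter 2 turns, with 597 higher and 976 lower from *C. sinensis* and 223 higher and 558 lower from *C. reticulata*, and that of *P. trifoliata* sequences does not (893 higher, 169 lower). Of the 24 transcripts of Table 3, 12 came from *C. sinensis*, 10 from *P. trifoliata* and 2 from *C. reticulata*, and all 10 from *P. trifoliata* are among those listed as up-regulated. Sequences of *P. trifoliata* made up 20.0% of the array and 41.7% of Table 3. Their median log2 fold change between the parents was 0.347, against -0.001 for *C. sinensis* and 0.021 for *C. reticulata* sequences. In camera, a test that sets a group of transcripts against the rest of the array, the transcripts from *P. trifoliata* were higher in *P. trifoliata* than in *C. sunki* with a preset correlation (adjusted p = 9.8e-08) and did not pass with an estimated correlation (adjusted p = 0.076). The same 2 values of p were found for Pool R against *C. sunki*, where the median was 0.238. Between Pool R and Pool S the median was 0.04 (adjusted p = 0.19, and 0.47 with an estimated correlation), and it was -0.02 without Pool R replicate 2.

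**Figure D2:**
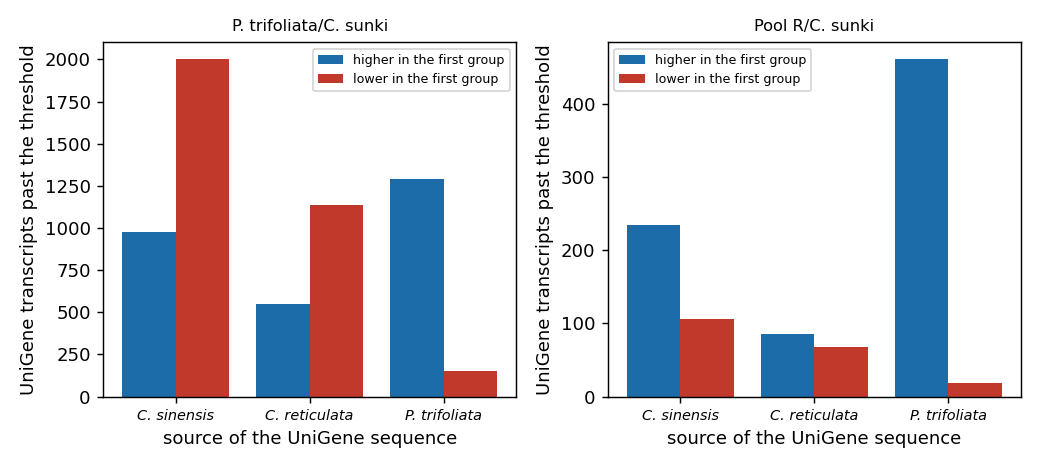
Number of UniGene transcripts past the threshold (vertical axis, from 0) by the species from which the sequence was drawn (horizontal axis), for *P. trifoliata* against *C. sunki* and for Pool R against *C. sunki*, with 1 bar for transcripts higher and 1 for those lower in the group named first, on a different vertical scale in each panel. The bars of *P. trifoliata* sequences stand at 1290 and 152 on the left and at 461 and 18 on the right.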

According to Wan *et al. *[28], the use of mixed-DNA microarrays is advantageous because much more information is incorporated into the analysis. In the present work, there were 18,712 UniGene transcripts from *P. trifoliata *libraries of the CitEST database and we decided to incorporate UniGene sequences from *C. sinensis *and *C. reticulata *to be represented in the array and consequently enrich the analyses. The Spanish Citrus Genomic Consortium also developed a mixed-DNA microarrays composed of 24,000- element cDNA array containing 20,000 unigenes, based on nearly 90,000 high-quality sequences generated from 52 different cDNA libraries [6].

### Real time-qPCR validation

RT-qPCR is currently the most sensitive method to compare gene expression at both low and high levels. To avoid distortions, RT-qPCR requires a reference gene (or a few genes) with the most stable expression over the experiment, i.e., a gene presenting expression levels that is little influenced by the experimental or environmental conditions, to correct for sample-to-sample variation in RT-qPCR efficiency and errors in sample quantification. Several reference genes tested presented varied expression due to the experimental conditions in different genotypes exposed to biotic and abiotic stimuli [29]. To support the choice of the best reference genes, i.e., the most stable genes following pathogen inoculation in the different genotypes, the GeNorm algorithm [24], implemented in GenEx version 4.3.6. software (http://www.multid.se/) was used. In the present work, among the five reference genes tested (Table 1), ubiquitin (*UBQ*) and cyclophilin (*CYP*) had the lowest expression stability mean values (M-value = 0.0257), i.e., these genes had more stable expression than other evaluated genes (Figure 4), and the data were normalized by the normalization factor calculated using these most stable reference genes.

**Figure 4:**
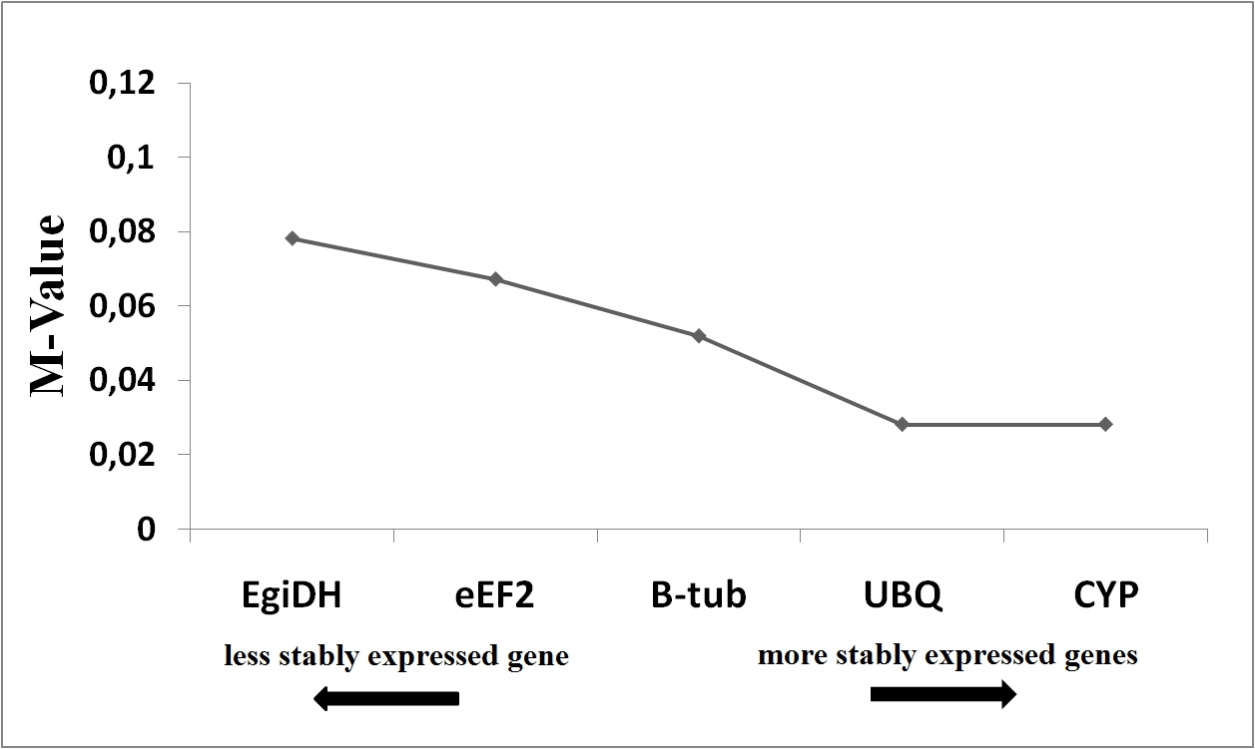
**Expression stability mean values (M-values) of 5 endogenous control genes, in tissue samples from citrus genotypes 48 hours after *P. parasitica *inoculation after analysis using geNorm software**.

Five UniGene transcripts that were differentially expressed in the microarray analysis were selected for RT-qPCR. Our candidate gene analysis focused on upregulated genes in the resistant genotypes that were judged to be biologically interesting on the basis of their predicted function retrieved from CitEST. We selected genes that are likely involved in disease resistance, such as one gene potentially involved in secondary metabolite synthesis and protein activity regulation (miraculina) and genes potentially involved in cell rescue, defense and virulence (TIR-NBS-LRR and RPS4) and one gene homolog in other plant but yet unclear functional characterization which are an interesting for further analyses. 

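On the arrays, the mean log2 values of the TIR-NBS-LRR transcript (CAS-CS-103511) were 11.15 ± 0.20 in *P. trifoliata* and 11.23 ± 0.10 in Pool R (SD, n = 2 each), against 9.16 in *C. sunki* and 9.23 ± 0.18 in Pool S (SD, n = 2). The RPS4 transcript (CAS-PT-300852) stood at 10.51 ± 0.07 in *P. trifoliata* and 10.81 ± 0.02 in Pool R, against 8.51 in *C. sunki* and 9.21 ± 0.04 in Pool S. The transcript for the LEA protein (CAS-PT-303903) stood at 9.29 in *P. trifoliata*, where the 2 arrays did not differ at this rounding, at 8.80 ± 0.04 in Pool R, at 4.34 in *C. sunki* and at 6.77 ± 0.45 in Pool S. The miraculin transcript that Table 1 lists for RT-qPCR (CAS-CR-215276) was 7.53-fold higher in *P. trifoliata* than in *C. sunki* (limma, log2 fold change 2.91, standard error 0.43, adjusted p = 0.0087), a call that was lost without *P. trifoliata* replicate 2. Its value in Pool R was 4.69-fold that in *C. sunki* (adjusted p = 0.070) and 2.61-fold that in Pool S (adjusted p = 0.52), and neither difference passed the test. The unclassified protein of Table 1 (CAS-PT-310250) had values 4.62-fold and 8.58-fold those of *C. sunki* in *P. trifoliata* and in Pool R (adjusted p = 0.11 and 0.12). In Pool R it was 3.69-fold the value of Pool S (adjusted p = 0.56), and its arrays within a pool lay far apart, at 7.19 and 8.25 in Pool R and at 4.97 and 6.71 in Pool S. None of these 5 transcripts passed the test between Pool R and Pool S.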

Comparison of the results from RT-qPCR with those from microarray analyses revealed roughly similar patterns or tendencies of expression in the three comparative pairwise analyses (Figure 5). Notably, using high stringency in the analysis of the microarray, data showed only twenty one genes were upregulated in common among the three comparative pairwise analyses. The validation with RT-qPCR showed that all the selected genes were in fact upregulated to similar levels in all comparison (≥ 3.0-fold, p-value ≤ 0.05). All five transcripts were upregulated in *P. trifoliata *relative to *C. sunki*, in the resistant pool relative to *C. sunki*, and in the resistant pool relative to the susceptible pool. These results revealed similar patterns of expression with those from microarray analyses.

**Figure 5:**
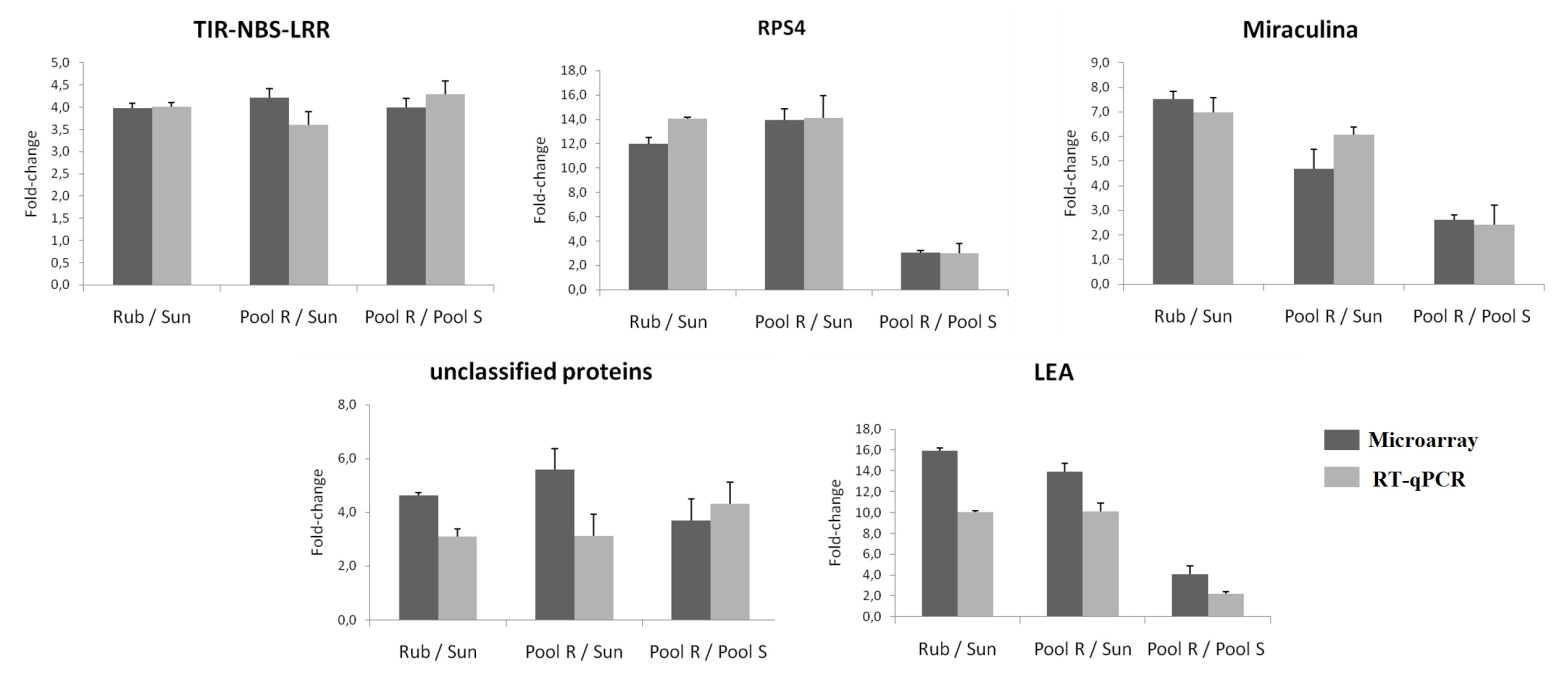
**Validation of microarray data by quantitative real-time**. RT-qPCR fold-changes are shown for five genes upregulated in all microarray pairwise comparisons (Rub/Sun, Pool R/Sun, and Pool R/Pool S) 48 hours after *P. parasitica *inoculation, and compared with fold-changes obtained by microarray analysis. RT-qPCR data were normalized to the two most stable endogenous control genes (*UBQ *and *CYP*).

In addition, besides of estimating and confirm the fold change at each comparative pairwise analyses on microarray, we include in our RT-qPCR analysis, five selected genes in inoculated and uninoculated plants of *P. trifoliata*. (Figure 6). Thus, this confirmation offers an opportunity to determine transcription patterns of the systemic response of *Citrus *to infection with the pathogen *P. parasitica *providing information on different defense and metabolic pathways. With this analysis the differences in gene expression probably are involved in the response to infection to *P. parasitica *and maybe some of them can be related to the resistance mechanism and the changes found are not only due to inherent constitutive gene expression differences among the genotypes"

**Figure 6:**
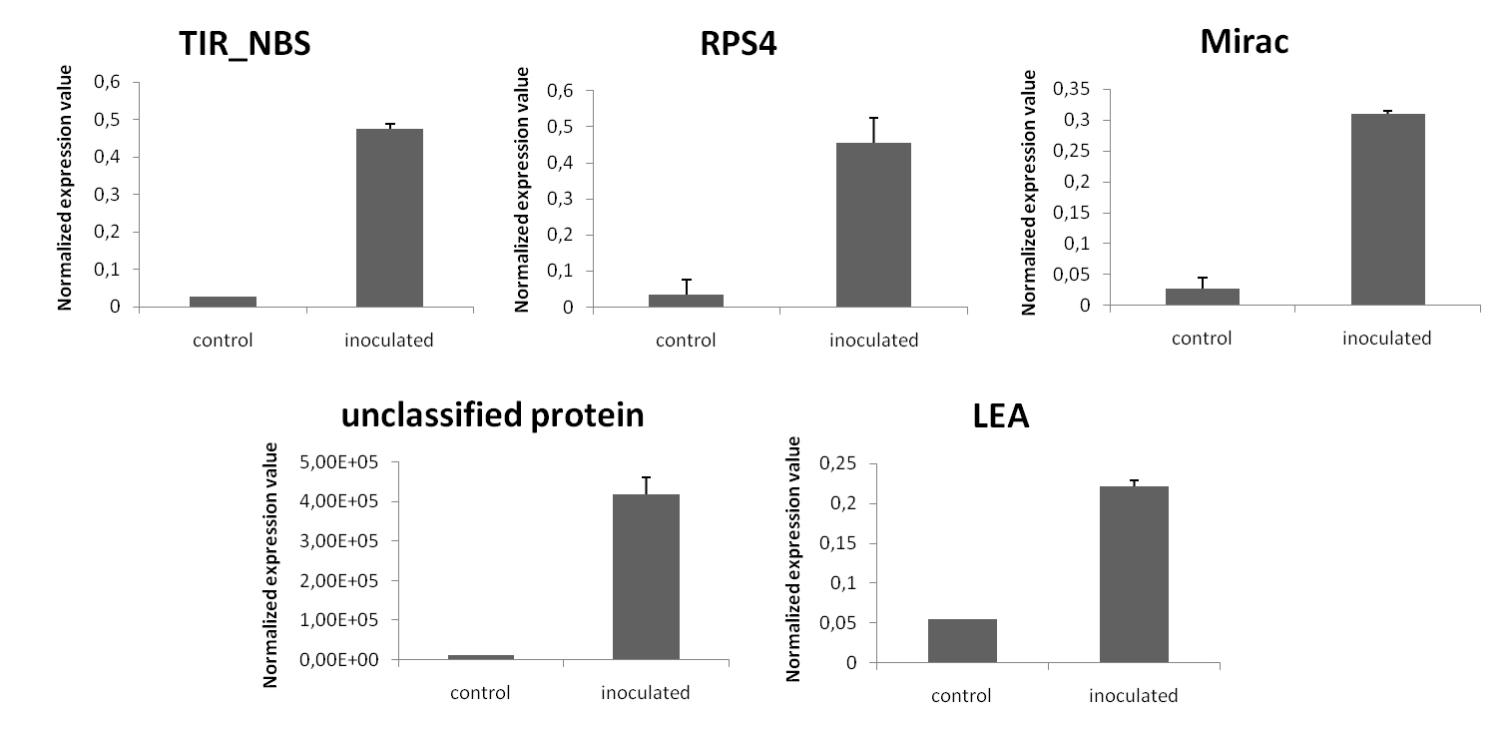
**Validation of microarray data by RT-qPCR using *P. trifoliata *parents uninoculated control and inoculated with *P. parasitica *after 48 hours**. RT-qPCR data were normalized to the two most stable candidate endogenous control genes (*UBQ *and *CYP*).

### Functional analyses of differentially-expressed genes

Upon recognition of *P. parasitica *by its host *Citrus*, a series of signaling pathways are switched on, which lead to the metabolic reprogramming of the host plant. *Phytophthora *species are usually biotrophic or hemibiotrophic pathogens that keep host cells alive (at least initially) to enable nutrient uptake from the plant cells [30]. A more extensive cell death response could cause opposite effects on the outcome of biotrophic versus necrotrophic plant-pathogen interactions. Hemibiotrophic pathogens adopt a two-step infection style. According to Kanneganti *et al. *[31], during the phase of infection that follows penetration of host tissue, they require living cells, much like biotrophic pathogens. In contrast, in a later phase of the disease, they cause extensive necrosis of host tissue, resulting in profuse colonization and sporulation. This infection cycle suggests that host cell death may impact the disease differently depending on its timing.

The time-point of infection was selected for the isolation of defense-related transcripts because, in compatible interactions, transcripts involved in pathogen response were observed at 48 hours (e.g., [19]) and this is reflected by the low number of transcripts of secondary metabolism isolated in this study. According to Grenville-Briggs and van West [32]*Phytophthora *species are hemibiotrophs being biotrophic for the initial stage of up to 36 h after inoculation. Molecular studies carried out with hemibiotrophic pathogens infecting plants helped the identification of several putative genes that are expressed at the stage biotrophy and are involved in membrane or cell wall biosynthesis, amino acid metabolism, osmoregulation, phosphorylation, protein secretion and energy consumption [33].

In our study, genes potentially involved in secondary metabolite synthesis were identified, including leucoanthocyanidin dioxygenase, which is the key enzyme leading to the synthesis of anthocyanins. 

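The leucoanthocyanidin dioxygenase transcript (CAS-CS-115011) had mean log2 values of 9.74 ± 0.31 in *P. trifoliata* and 10.02 ± 0.23 in Pool R (SD, n = 2 each), against 7.34 in *C. sunki* and 8.35 ± 0.11 in Pool S (SD, n = 2). It was 5.30-fold higher in *P. trifoliata* than in *C. sunki* (limma, log2 fold change 2.41, standard error 0.33, adjusted p = 0.0069) and 6.43-fold higher in Pool R than in *C. sunki* (log2 fold change 2.69, standard error 0.33, adjusted p = 0.018). Its value in Pool R was 3.18-fold that in Pool S, a difference that did not pass the test (adjusted p = 0.45). The Pool S value was 2.02-fold that of *C. sunki* (adjusted p = 0.23). Leaving out a *P. trifoliata* array does not change the fold of Pool R over *C. sunki*, only the estimated spread and its degrees of freedom. The call in Pool R against *C. sunki* was lost when either array of *P. trifoliata* or of Pool R was left out and with only these 2 groups in the model, and a direct test against a 3-fold change passed in neither resistant group.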

Anthocyanins are known to be potent agents acting against oxidative stress [34]. The exact role of anthocyanins in defense is not clear but it could be that these compounds neutralize damaging reactive oxygen species (ROS) [35]. 

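The Lea5 transcript (CAS-PT-303903), of the late embryogenesis-abundant proteins that accumulate under water stress, was 30.9-fold higher in *P. trifoliata* than in *C. sunki* (limma, log2 fold change 4.95, standard error 0.35, adjusted p = 0.00063). In Pool R it was 21.9-fold higher than in *C. sunki* (log2 fold change 4.46, standard error 0.35, adjusted p = 0.0032). Pool S also had a higher value than *C. sunki*, by 5.37-fold (adjusted p = 0.034). The value in Pool R was 4.08-fold that in Pool S, where the arrays read 6.44 and 7.09 on the log2 scale, and this difference did not pass the test (adjusted p = 0.41).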

A late embryogenesis-abundant LEA5 protein was also found upregulated in the resistant genotypes. LEA proteins have been considered to play roles in maintaining membrane structures, binding of water, and acting as molecular chaperones [36]. According to Galau [37], these genes are believed to be induced in response to the expansion and maintenance of giant cells, and may play a role in intracellular osmotic adjustment. These results demonstrate that a transcriptional reprogramming has occurred within the first 48 hours after inoculation, which might correspond to the *P. parasitica *biotrophic phase.

Cell death triggered by ROS at the interface of necrotrophic fungus-plant interactions has been shown to be required for disease susceptibility [38]. Therefore, ROS in conjunction with *P. parasitica*-induced ET, may play a role in development of visible necrotrophic symptoms, observed 40 days after inoculation. Several results suggest that *P. parasitica *may produce a toxin-like virulence factor similar to necrosis and ET-inducing peptides characterized in other fungal pathogens such as *Phytophthora *spp. [39], *Botrytis *spp. [40] and *Pythium aphanidermatum*, during compatible-necrotrophic interactions. According to Attard et al. [41] all *Phytophthora *species abundantly secrete 10 kDa proteins, which form a superfamily called elicitins. The EST sequencing project for *P. parasitica *led to the identification of 10 different elicitin classes [42,43]. Elicitins have been found to be up regulated lately when the pathogen entered the necrotrophic growth stage [44].

Elicitins can induce a hypersensitive reaction (HR) and further defense mechanisms in the host [45]. In our study, we found two Unigenes transcripts encoding serine-threonine protein kinase upregulated in the resistant genotypes. 

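The serine-threonine protein kinase transcripts of Table 3 were higher in *P. trifoliata* and in both pools than in *C. sunki*. CAS-CS-119563 had mean log2 values of 10.06 ± 0.17 in *P. trifoliata*, 10.98 ± 0.33 in Pool R and 8.00 ± 0.19 in Pool S (SD, n = 2 each), and 3.63 on the *C. sunki* array. It was 86.1-fold higher in *P. trifoliata* and 162-fold higher in Pool R than in *C. sunki* (limma, adjusted p = 0.00031 and 0.00085). CAS-CS-122102 was 25.5-fold higher in *P. trifoliata* and 50.8-fold higher in Pool R (adjusted p = 0.0023 and 0.0041), with a *C. sunki* value of 3.88, and its call in Pool R was lost with only these 2 groups in the model. Both kinases were also higher in Pool S than in *C. sunki*, by 20.7-fold and 11.0-fold (adjusted p = 0.0040 and 0.030). Between the pools, the value in Pool R was 7.85-fold that in Pool S for CAS-CS-119563 (adjusted p = 0.28) and 4.64-fold for CAS-CS-122102 (adjusted p = 0.46), and neither passed the test. The folds against *C. sunki* rest on 1 array, on which both transcripts read close to the lowest log2 value of 3.23.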

According to Sasabe et al. [46] protein phosphorylation is an indispensable process for signal transduction pathways of cell death, oxidative burst and defense gene expression. One or more proteins whose activity is controlled by Ser/Thr protein kinases and phosphatases might be activated by elicitin-treatment, or kinase proteins which are sensitive to phosphatases might play an important role in cell death, oxidative burst and defense gene expression at the upstream of common signal transduction pathway and/or by independent pathways.

Sasabe et al. [46] report that *Phytophthora citricola *elicitin molecule induces apoptotic cell death in tobacco and they isolated several EST involved in plant oxidative or respiratory burst like superoxide dismutases and NADPH oxidase. Here, we identified one superoxide dismutase downregulated in the resistant genotypes, which were consequently upregulated in susceptible plants relative to resistant. 

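The superoxide dismutase transcript (CAS-CS-101776), of the enzymes that convert superoxide to hydrogen peroxide, was abundant in both parents and low in both pools. Its mean log2 value was 14.08 on the *C. sunki* array and 12.27 ± 0.08 in *P. trifoliata* (SD, n = 2), against 5.20 ± 0.62 in Pool R and 7.96 ± 0.50 in Pool S (SD, n = 2 each). It was 472-fold lower in Pool R than in *C. sunki* (limma, log2 fold change -8.88, standard error 0.47, adjusted p = 0.0012) and 69.6-fold lower in Pool S than in *C. sunki* (adjusted p = 0.0038). The value in *P. trifoliata* was 3.51-fold lower than in *C. sunki* and fell just short of the threshold (log2 fold change -1.81, standard error 0.47, adjusted p = 0.051), which it passed with median centring or quantile normalisation of the arrays. Pool R was 6.79-fold lower than Pool S (log2 fold change -2.76, standard error 0.38, adjusted p = 0.41), a difference that did not pass the test. Both Pool R arrays, at 4.77 and 5.64, read below their lower quartiles of 6.12 and 5.89, so the size of these folds is less well determined than their direction.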

Several enzymes, such as superoxide dismutase are responsible for the removal of production of signaling compounds such as reactive oxygen intermediates (ROIs) [47]. According to Mitler et al., [48] cell death of plant tissues resulted from attack by pathogens does not only occur in HR, resistant responses, but also in susceptible reactions such as necrotic symptom, for example which is caused by toxin. The late induction of elicitins observed in hemibiotrophic pathogen interaction [44] is therefore probably a component of *Phytophthora*'s pathogenic strategy under positive selection. This explains the late but extended formation of necrosis observed in this study in susceptible genotypes.

Our microarray data, which identified different defense and metabolic pathways, is congruent with the results from previous studies by Siviero et al [18]. These authors, studying of the mode of inheritance associated to the resistance against *Phytophthora *gummosis in *Poncirus trifoliata*, identified three quantitative trait loci associated to the resistance against *Phytophthora *gummosis in citrus, indicating the quantitative pattern of the disease. Because this resistance is controlled by multiple genes, the pathogen has to undergo multiple mutations to adapt to partial resistance which is more difficult than a single locus mutation. In this case, plants may exhibit resistance to most isolates to a certain degree by reducing pathogen reproduction, infection efficiency and colonization. This resistance is more durable than that mediated by resistance genes (R gene), but is difficult to move into cultivated varieties by crossing and phenotypic selection.

However, our microarray data suggest another type of resistance in *Citrus*-*Phytophthora *interaction, which resistance may be inherited qualitatively conferred by single dominant genes (*R gene*). 

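The 2 transcripts that Table 3 names as resistance genes, a TIR-NBS-LRR protein and RPS4, of a class of intracellular receptors of pathogen effectors, were higher in both resistant groups than in *C. sunki*. The TIR-NBS-LRR transcript (CAS-CS-103511) was 3.98-fold higher in *P. trifoliata* (limma, log2 fold change 1.99, standard error 0.31, adjusted p = 0.0097) and 4.21-fold higher in Pool R (log2 fold change 2.07, standard error 0.31, adjusted p = 0.032). The RPS4 transcript (CAS-PT-300852) was 4.01-fold higher in *P. trifoliata* (adjusted p = 0.0068) and 4.95-fold higher in Pool R (adjusted p = 0.016). Relative to Pool S, the values in Pool R were 3.99-fold for the TIR-NBS-LRR transcript and 3.04-fold for RPS4, with an adjusted p of 0.41 for both, so that neither passed the test. For both transcripts the 2 arrays of Pool R lay above the 2 of Pool S. The calls in Pool R of both transcripts were lost when either array of *P. trifoliata* or of Pool R was left out. In *P. trifoliata* the call of RPS4 was lost without either *P. trifoliata* array and that of the TIR-NBS-LRR transcript without *P. trifoliata* replicate 1. Leaving out a *P. trifoliata* array does not change the folds of Pool R over *C. sunki*, only the estimated spread and its degrees of freedom. In a direct test against a 3-fold change, neither transcript passed in either resistant group. The values in Pool S were 1.06-fold (adjusted p = 0.94) and 1.63-fold (adjusted p = 0.30) those of *C. sunki*.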

We encountered two previously reported *R genes *(TIR-NBS-LRR and RPS4) upregulated in the resistant genotypes relative to susceptible. The largest class of R genes is characterized by the presence of nucleotide-binding site (NBS) sequence followed by leucine-rich repeats (LRRs) [49]. NBS-LRR class R genes, such as *RPS4 *in *Arabidopsis *can also be characterized by the presence of a leading sequence homologous to the TIR (Toll-Interleukin-1 receptor) that is responsible for cytoplasmic signaling in animals [49]. Previous data suggest that the TIR domain of RPS4 is important for induction of cell death when RPS4 is transiently expressed in tobacco leaves [50]. NBS-LRR-mediated resistance has been identified against numerous types of biotrophic or hemibiotrophic pathogens, including fungi, oomycetes, viruses and bacteria, and these types of resistance genes have been identified across a wide range of plants [51].

Qualitative resistance is mediated by R genes that lead to a race-specific hypersensitive response. These R genes only provide short-lived resistance in the field as new virulent races of the pathogen rapidly overcome the resistance encoded by single race-specific resistance genes [52]. In contrast, quantitative resistance is controlled by many interacting genes that do not prevent infection, but slow down the development of the pathogen at individual infection sites on the plant, and hence, lasts longer [53].

Although the presence of R gene does not contradict the statement that the *Poncirus *genera used in our experiments possess quantitative pattern of resistance to *P. parasitica *, these genes showed strong induction with an alteration of more than 4-fold in resistant genotypes relative to susceptible (Table 3). This finding further support the previous point of view that the HR was one of the main defense responses. R genes are also thought to encode specific receptors that recognize elicitors and initiate signal transduction cascades resulting in the HR [54]. Although a major feature of the HR is a rapid and local cell death, many defense-related genes that are not involved in cell death are also activated and may play a more important role in resistance to pathogen. Therefore, it is further inferred that the HR in resistant genotypes may result from a broad-spectrum recognition of the pathogen by the product of unknown R gene(s) or R gene analogues, or that a same or similar defense system, especially the downstream signaling components such as kinases and other defense genes, may exist specific resistances.

## Conclusion

This is the first global gene expression study in Citrus × *Phytophthora *gummosis interaction. We identified 24 *Phytophthora *gummosis responsive transcripts. The functional classification of these genes and their expression profile at 48 h after inoculation provide useful information on resistance of citrus to *Phytophthora*. The selected transcripts were validated by RT-qPCR in susceptible and resistant plants and between inoculated and uninoculated control plants. Our results indicated that the selected transcripts were really upregulated in the resistant genotypes and probably involved in the whole process of plant defense responses to pathogen attack, including transcriptional regulation, signaling, activation of defense genes participating in HR, such as TIR-NBS-LRR and RPS4, switch of defense-related metabolism pathway.

As we have a linkage map for *P. trifoliata *and three QTL for *Phytophthora *gummosis resistance localized on this map, the integration of genomics and genetic mapping using genetic genomics approaches will provide new insights into resistance to this disease and help with the development of improved disease management strategies. The genes that we have identified as upregulated across the resistant genotypes will be valuable for ongoing work in eQTL mapping.

## Authors' contributions

MCY and MAM planned and supervised the study. LPB, MCY, contributed to the design and execution of the experiments detailed. LPB and MCY carried out plant growth and inoculation. LPB, VSM and KK participated in extraction of plant RNA. LPB and MRA performed microarray analysis. LPB, VSM and KK contributed to the primer design and RT-qPCR validation. KTL performed annotations of the UniGene transcripts. LPB and MCY drafted the manuscript. MCY, MAT and MAM provided intellectual input. MAM, MRA, VSM, KK and MAT revised the manuscript. All authors read and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

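RNA from leaves of *P. trifoliata*, *C. sunki*, Pool R and Pool S, taken 48 h after inoculation of the stem with *P. parasitica*, was hybridised by the authors to 1-colour oligonucleotide arrays with 3 probes per UniGene transcript, each in 2 spots. The authors summarised the spot intensities by RMA before the values were deposited, and the intensity values used here are these RMA expression values on a linear scale, as deposited. The version of the RMA software is not given in the sources used here. The values of the single arrays were checked against the combined table of the series, and 0 UniGene transcripts differed. The arrays were grouped by their labels into 4 groups, with 2 arrays each of *P. trifoliata*, Pool R and Pool S and 1 of *C. sunki*, and the second *C. sunki* array was not analysed here. The 7 arrays shared the same distribution closely, with lowest log2 values between 3.23 and 3.39 and highest values between 15.83 and 15.94, and signal over background was not measured here.

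The values were converted to log2 with no pseudocount and no filter, and 62797 UniGene transcripts were tested. Linear models were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings) to the 4 group means, with 3 residual and 3.7 prior degrees of freedom. The comparisons were *P. trifoliata* with *C. sunki*, Pool R with *C. sunki* and Pool R with Pool S, to which Pool S with *C. sunki* and the difference between the parental and the hybrid comparison were added. The spread within *C. sunki* could not be measured with 1 array and was taken from the other groups. P-values were adjusted by the Benjamini-Hochberg method within each comparison, and a transcript passed at an adjusted p of 0.05 or less and a fold over 3. The paper's abstract states its level of 0.05 as a false-discovery rate, and its methods adjust the p-values before that level is applied. Its results section names a p-value. The adjusted p was therefore used here, and the unadjusted p is among the alternatives. The intersections were counted with the direction required to be the same in the 3 comparisons, and were set beside the number that independent lists would share and beside 20 simulated sets of arrays without changes that share arrays in the same way. Transcripts from *P. trifoliata* sequences were tested as a group with camera of limma, with a preset correlation of 0.01 and with the estimated correlation of 0.0254. On simulated data of the same design with 200 changed transcripts, of 100 changed 4-fold the test recovered 1 between *P. trifoliata* and *C. sunki*, 1 between Pool R and *C. sunki* and 24 between the pools. Of 100 changed 16-fold it recovered 63, 70 and 97, with 1, 3 and 6 false calls. Both sizes of change were adjusted together, so the recovery of 4-fold changes alone was not measured. On the real arrays 6103 transcripts passed between the parents and 973 between Pool R and *C. sunki*, far more than the 200 changed in the simulation. The adjustment is less strict where more transcripts differ, so these recoveries do not give the power of the real comparisons with *C. sunki*.

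The transcripts named are those of Table 1 and Table 3, whose values in the paper had been seen, and, in each comparison, the 2 highest and the 2 lowest folds among transcripts past the threshold whose arrays did not overlap between the groups. No transcript qualified between Pool R and Pool S. The gene descriptions of the array were not used here because they were empty, so the lists of pathway genes could not be tested and the functional categories are those printed in Table 3. The alternatives were median centring of each array, quantile normalisation of the 7 arrays, removal of transcripts below the 0.25 quantile of mean level, an unadjusted p, a model with only the 2 groups compared, that model with an unadjusted p, a variance that follows the mean level and is robust, a direct test against a 3-fold change, a 2-fold threshold, the replicate number as a block, the omission of each array in turn, and a fold threshold with no p-value. The number of arrays limits the precision, since a group mean rests on 2 arrays or on 1. Each pool combined the RNA of its hybrids, so the spread between its arrays leaves out the spread between hybrids. The p-values of the pool comparisons leave it out too. RT-qPCR, lesion and uninoculated plant data were not analysed here.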

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

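The tests of the difference between comparisons and of Pool S against *C. sunki* were planned. The transcripts outside Table 3 were taken by a planned rule, but from their folds in these same arrays. The difference between resistant and susceptible parents was set against the difference between resistant and susceptible pools, and a transcript is listed because the 2 differences themselves differed in limma. This held for 4507 UniGene transcripts, a count that was 1510 and 1184 without *P. trifoliata* replicate 1 and 2, 1856 and 1885 without Pool R replicate 1 and 2, 3935 without Pool S replicate 1 and 8051 without Pool S replicate 2. The single *C. sunki* array enters all of these differences.

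Among the transcripts of Table 3, the parental log2 difference exceeded the hybrid one by 2.92 for Lea5 (CAS-PT-303903), 2.09 for miraculin-like protein 2 (CAS-CS-103575), 4.55 for AL07-2p (CAS-CR-209520) and 3.46 for a serine-threonine kinase (CAS-CS-119563). It exceeded it by 2.50 for CAS-PT-309741 and 2.66 for CAS-CS-114114, both hypothetical proteins, and by 6.78 for CAS-PT-305253 and 4.38 for CAS-PT-301031, which have no similar protein. For the predicted proteins CAS-CS-114557 and CAS-CR-203746 the values were -5.48 and -5.25, since these were lower in *P. trifoliata* than in *C. sunki* and had higher values in Pool R than in Pool S. Of the transcripts taken for their folds against *C. sunki*, which enter this difference, the values restate that choice and are no separate evidence. They were 9.09 for CAS-PT-305332, 8.45 for CAS-PT-311686, 7.98 for CAS-PT-301518, -10.69 for CAS-CR-202672 and -10.37 for CAS-CS-114163.

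Pool S was not compared with *C. sunki* in the paper. In this comparison of 2 susceptible groups, 711 UniGene transcripts passed the threshold, 550 higher and 161 lower in Pool S. The numbers were 1372 higher and 1296 lower with an unadjusted p, and 1396 higher and 1449 lower by fold alone, a criterion chosen after seeing the data, so the balance towards higher values holds at the adjusted p and not by fold alone. The count was 263 without either *P. trifoliata* array, 396 without either Pool R array, and 437 and 262 without Pool S replicate 1 and 2.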

How the results depend on the processing

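The alternatives were set before the data were examined, except the fold threshold with no p-value, which was chosen after seeing the data. Of 108 named fold changes, 101 kept their direction under every alternative that was run, but calls were lost. Alternatives that change only the p-value, the threshold or the transcripts tested, or leave out an array outside a comparison, cannot change its fold. Under those, the kept direction was fixed in advance. Over named transcripts and settings, a call was lost 12 times with an array left out and 13 times under other settings between the parents, and 37 and 36 times for Pool R against *C. sunki*. Among them, the calls of RPS4, the TIR-NBS-LRR transcript and leucoanthocyanidin dioxygenase in Pool R were lost without either array of *P. trifoliata* or of Pool R. Median centring, quantile normalisation, removal of dim transcripts and a 2-fold threshold left each count of transcripts past the threshold within 1.5 times its value. Signal over background was not measured here, which limits folds that rest on values near the lower end of the arrays. The cause of a change was not tested except where fewer arrays or another threshold define it.

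With an unadjusted p the counts were 3036 for Pool R against *C. sunki*, 468 for Pool R against Pool S, 2668 for Pool S against *C. sunki* and 8993 for the difference between the parental and hybrid comparisons, with 29 higher and 24 lower in all 3 comparisons and 21 of Table 3. With only the 2 groups compared in the model they were 89 for Pool R and 406 for Pool S against *C. sunki*, and with an unadjusted p as well 3032, 432 and 2811 for the first 3, with 28 higher, 20 lower and 21 of Table 3. A trended and robust variance gave 1 between the pools and 1163 for Pool S against *C. sunki*. The direct test against 3-fold gave 997 between the parents, 168 and 113 for Pool R and Pool S against *C. sunki*, and 648 for the difference of comparisons. A fold threshold with no p-value gave 3416, 564 and 2845 for the first 3, with 29 higher, 57 lower and 21 of Table 3.

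The replicate numbers do not pair samples across groups. With the replicate block, 362 and 263 transcripts passed for Pool R and Pool S against *C. sunki*, and the log2 fold change of CAS-CR-202672 in Pool R against *C. sunki* was 0.03.

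With 1 array left out, a group left with 1 array is assumed to vary like the other groups. The counts ran from 2478 to 6879 between the parents, 224 to 955 for Pool R and 262 to 437 for Pool S against *C. sunki*, and 1184 to 8051 for the difference of comparisons, and stayed at 0 between the pools. The median log2 fold change of transcripts from *P. trifoliata* sequences ran from -0.02 (without Pool R replicate 2) to 0.09 between the pools. In Pool R against *C. sunki*, CAS-CR-202672 ran from -0.19 to 0.10 and CAS-CS-114163 from -0.06 to 0.24. Between the pools, CAS-PT-306679 ran from -0.31 to 0.01, CAS-CS-112964 from -0.10 to 0.34, with -0.07 without Pool R replicate 2, and CAS-PT-301486 from -0.25 to 0.45, with -0.01 without Pool R replicate 2. CAS-PT-305332 ran from -0.83 to 0.22, the latter without Pool S replicate 1. Ubiquitin (CAS-PT-300961), just below 0, ran from -0.05 to 0.04, with 0.03 without Pool R replicate 2, and was 0.02 with median centring. The combined table of the series holds the same values and changed nothing, a model of 2 groups cannot hold the difference of comparisons, and without *C. sunki* only the pools could be compared.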

Differences from the paper's values

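A value is counted as near the paper's when neither is more than 1.5 times the other. A fold is also counted as near when its log2 value lies within its standard error of the paper's. This was so for CAS-PT-310250 in Pool R relative to *C. sunki*, 8.58 here and about 5.6 in Fig. 5, read by eye. The paper's abstract states its level of 0.05 as a false-discovery rate, and its methods adjust the p-values before that level is applied. Its results section names a p-value. The counts here use the adjusted p unless said otherwise. The paper gives 426 transcripts lower in Pool R than in *C. sunki*, and the count here was 192. Of the alternatives set before the data were examined, the trended and robust variance (301) came within 1.5 times of the paper's count, and the others did not. Between Pool R and Pool S the paper gives 564 transcripts, 205 higher and 359 lower, and the counts here were 0, 0 and 0. With an unadjusted p the counts were 468, 207 and 261, each within 1.5 times of the paper's. With only the 2 groups compared and an unadjusted p they were 432, 204 and 228, of which 228 was not within 1.5 times. No other alternative set before the data were examined came within 1.5 times of the paper's counts. A fold over 3 with no p-value, chosen after seeing the values, gave 564, 214 and 350. Under it, as with the unadjusted p in either model, 21 of the paper's 24 transcripts passed in the paper's direction in all 3 comparisons, and by fold the other 3 passed between the pools in the opposite direction.

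For the intersection the paper gives 21 transcripts up-regulated and 3 down-regulated in all 3 comparisons, and the counts here were 0 and 0. The number higher in all 3 was 29 with an unadjusted p and 28 with only the 2 groups compared and an unadjusted p, both within 1.5 times of the paper's, and no other alternative set before the data were examined came within that range. A fold over 3 with no p-value, chosen after seeing the values, also gave 29. No alternative gave a number lower in all 3 comparisons near the paper's 3, with 24, 20 and 57 under these settings.

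For the superoxide dismutase transcript (CAS-CS-101776) the paper gives a value 4-fold lower in Pool R than in Pool S, and the value here was 6.79-fold lower. It was 5.03-fold without Pool R replicate 1 and 5.31-fold without Pool S replicate 2, both within 1.5 times of the paper's, and under the other alternatives it was not. For CAS-CS-114557 the paper gives 22-fold lower in Pool R than in *C. sunki*, and the value here was 8.94-fold lower and not within 1.5 times under any alternative. The folds printed for both transcripts repeat those of up-regulated transcripts, so nearness to them cannot show that the paper's values were reproduced. The array fold changes of RPS4 (CAS-PT-300852) are about 12 in *P. trifoliata* and about 14 in Pool R relative to *C. sunki* in Fig. 5, read by eye, and were 4.01 and 4.95 here, not within 1.5 times under any alternative. Those of the LEA protein (CAS-PT-303903) are about 16 and about 14 in Fig. 5, read by eye, and were 30.9 and 21.9 here. The Pool R value came within 1.5 times of the paper's with the replicate block (20.5), and neither value did so under any other alternative. The folds that Table 3 prints for RPS4 and the LEA protein in these comparisons lie near the values here. In Pool R relative to *C. sunki* they are 5 and 22. The difference is therefore between Fig. 5 and Table 3 of the paper.

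The paper lists CAS-PT-305253 as up-regulated in Pool R relative to Pool S, and its value here was 4.30-fold lower in Pool R. It lists CAS-CS-114557 and CAS-CR-203746 as down-regulated in that comparison, and their values in Pool R here were 3.27-fold and 3.01-fold those in Pool S. The folds printed for the 3 down-regulated transcripts repeat those printed for CAS-CS-103511, CAS-PT-303903 and CAS-PT-301521, and 0 of 9 lay within 0.05 of the values here. In Pool R relative to *C. sunki* the superoxide dismutase transcript carries the printed fold of CAS-CS-103511, which was 4.21 here, and was itself 472-fold lower. CAS-CR-203746 carries that of CAS-PT-301521, which was 13.2 here, and was itself 7.02-fold lower. In *P. trifoliata* relative to *C. sunki*, CAS-CS-114557 carries that of CAS-PT-303903, which was 30.9 here, and was itself 13.7-fold lower. The paper describes strong induction of the resistance genes, and for the TIR-NBS-LRR transcript and RPS4 the folds here were 3.98 and 4.01 in *P. trifoliata*, 4.21 and 4.95 in Pool R relative to *C. sunki*, and 3.99 and 3.04 between the pools. The paper describes the transcripts taken to RT-qPCR as up-regulated in all array comparisons, and of those in its Table 1 the miraculin (CAS-CR-215276) and the unclassified protein (CAS-PT-310250) are not in its Table 3, with folds of 2.61 and 3.69 between the pools here. The paper counts fewer functional categories than the 10 different category names in its Table 3. It gives for *P. trifoliata* in its results the number of transcripts that it elsewhere gives for *C. reticulata*, and the values used here held 12557 and 18703 transcripts of these species.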

Other observations

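The position of the pools between the parents, the test by sampling of abundant transcripts, the splits of the pool arrays and the comparison with the folds of Table 3 were chosen after results had been seen. Of the 6103 UniGene transcripts that differed between the parents, Pool R lay between the parents in 5253 and Pool S in 5621. The median position was 43.7% of the way from *C. sunki* to *P. trifoliata* in Pool R and 47.3% in Pool S. Over the whole array, both pools lay more than 3-fold below both parents in 32 transcripts, the superoxide dismutase CAS-CS-101776 among them, and more than 3-fold above both parents in 33.

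The reference genes of Table 1 that carry a UniGene identifier did not pass the threshold in any of the 3 comparisons. Elongation factor 2 (CAS-PT-306679) had values of 1.97-fold in *P. trifoliata* and 1.23-fold in Pool R relative to *C. sunki*, and cyclophilin (CAS-PT-301486) had 1.64-fold and 1.60-fold. NADP-isocitrate dehydrogenase (CAS-CS-112964) had 2.82-fold and 2.29-fold, and the adjusted p of the first was 0.034, with a fold below the threshold. Ubiquitin (CAS-PT-300961) had 1.11-fold and 1.31-fold. Between the pools the values were 0.902-fold, 1.07-fold, 1.09-fold and 0.998-fold in that order, and the sign of each of the 4 changed when an array was left out.

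UniGene transcripts drawn from *P. trifoliata* sequences had higher values in *P. trifoliata* than in *C. sunki* in camera with a preset correlation (adjusted p = 9.8e-08), and did not pass with an estimated correlation (adjusted p = 0.076). A closer match of *P. trifoliata* RNA to probes designed on *P. trifoliata* sequences is a candidate explanation. Among transcripts above the median of mean log2 value, the log2 difference from *C. sunki* was compared between sequence sources. Its median was 0.397 higher for *P. trifoliata* sequences than for the others with 1 *P. trifoliata* array and 0.432 with the other, as a closer match needs. This is the same pattern in brighter transcripts, so it cannot separate a closer match from other explanations. Sampling of sequences from transcripts abundant in *P. trifoliata* cannot be told apart from a closer match, since both place the pools between the parents. The median log2 fold change of Pool R against *C. sunki* was 0.238. A difference in expression between the species stays open and was not tested.

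The 564 transcripts that differed over 3-fold between Pool R and Pool S with no p-value lay mostly among dim ones, with 13.7% of them above the median of mean log2 value, which is consistent with the wider spread of dim transcripts. The 4 pool arrays can be split into 2 and 2 in only 3 ways, too few for a share under 0.05. The real split gave 564, the highest other gave 616, with Pool R replicate 1 set beside Pool S replicate 2, and the remaining split gave 194. A difference between resistant and susceptible hybrids stays open.

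For the transcripts listed as up-regulated in Table 3, 57 of 63 fold changes computed here lay within 0.05 of the printed values, and 61 lay within 0.05 or 1%. This is consistent with printed folds computed from these same arrays, with 1 *C. sunki* array. No biological explanation applies to this pattern or was tested.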
